A study of Saccharomyces cerevisiae with 56 samples. Its data were reported in "Differential adaptation to multi-stressed conditions of wine fermentation revealed by variations in yeast regulatory networks" (2013).

How the data were processed

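Transcript levels were measured on 56 one-colour Agilent arrays, on 7 slides of 8. 12 arrays were of the parents, with 2 RNA extracts of 59A and 2 of S288C and 3 technical arrays of each extract, and 44 were of segregants, with 1 array each and 6 or 7 segregants on a slide. The deposited values are log2 spot medians that the authors obtained with GenePix and quantile normalized over the whole set, with limma under R 2.13.1. Their methods count fewer arrays in that set than the samples deposited, and do not say which was not counted. The authors give a log2 of 5.3 as background and 16 as saturation. The medians of the columns lay between 8.243 and 8.276, and sorted columns differed by up to 0.2883 with a median of 0.0291, so the columns share 1 distribution except for ties and missing values. Since quantile normalization forces this, a shift of all transcripts cannot be seen, and counts of genes higher and lower depend on each other.

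Values ran from 5.156 to 15.978, and a median of 15.0% of the probes of an array lay below 6.3. Of 6245 probes 5197 carried the name of 1 gene and 1048 carried none, 39 of these being custom probes. 5144 names were current symbols, 51 were older symbols brought up to date and 2 were ambiguous and kept. No gene had several probes. 15 arrays had missing values, 2076 in all over 1229 probes, and 9c had 571 and 13b 562 of them. Missing values were not filled in. The parents were compared on 5969 genes and unnamed probes with values on all 12 parental arrays, the spread over segregants on 5160 with values on all 44, and comparisons of both on 5016. The build of the array's probe positions is not named, so no positions are given, and the reference annotation served for names and gene order only.

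Technical arrays were averaged per extract. The parents were compared with limma 3.58.1 in R 4.3.3, with a moderated t test and Benjamini-Hochberg adjustment, 2 extracts against 2. A gene was called at an adjusted p under 0.01 with a log2 difference above 0.7 in size, the limits that the study states. The prior had 3.36 degrees of freedom and an SD of 0.0825, and the median SD between extracts was 0.0566 in 59A and 0.0724 in S288C. Segregants were compared with the midpoint of the parents by the same test at an adjusted p under 0.01 with no minimum difference, each segregant being 1 sample and all 3 groups sharing 1 estimate of the spread. SE values are those of the moderated test. Lists of genes were fixed in advance and tested with camera of limma at a preset correlation of 0.01 and at an estimated correlation, with an adjusted p under 0.05 over the 30 lists. The list of custom probes was added after the identifiers were seen, and the genes of the mitochondrial genome were singled out after their values were seen.

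Background was set 1 log2 unit above 5.3, at 6.3. A parent was taken as at background in a gene when both of its extracts lay below this limit, and the fold is then a lower bound counted from the limit. 715 genes were not above background in either parent. The genes named in the text were the 10 with the largest difference each way among those called, and for each list up to 4 members with the smallest adjusted p, ties broken by unadjusted p. Also named were genes of the fixed pairs, of the study's detoxification list and of mating type, the 10 with the largest variance and the 10 with the largest separation over segregants, and the 5 arm genes with the largest SD. COX3, and the genes that split the segregants in the same way as others, were chosen after their values were seen.

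Heritability in the broad sense was the variance over segregants less the pooled variance of single arrays within a parent, as a share of the variance over segregants. A segregant lay beyond the parents when it was more than 2 moderated SD of single arrays outside both means, and the count was set against a normal share of 4.55% in a binomial test with adjustment. For 2 separate ranges the values were parted by the best 2-means split with at least 6 segregants a side, and the difference of the means over the root mean square SD within ranges was set against 100000 simulated normal samples. Spread of the chromosome 16 arm and the mean pairwise r of lists were set against 10000 random lists of the same size and level. Correlations were tested with 100000 permutations for r and rho, with r within each slide and without the 2 segregants farthest from the median of the first gene. Pooled r is not given where a gene has 2 separate ranges or both genes, or the regulator, lie on the distal arm. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used, with the seed 1.

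Groups, lists, pairs, tests, limits and the first set of alternatives were chosen before the data were examined. These alternatives were the 12 arrays as separate samples or with the extract as a random block, slide as a block, the replicate number as a block, a filter on dim genes, a shift of each array on genes above a log2 of 8, a trend in the prior, other limits, each extract left out, array weights per group, other variance terms for heritability, 3 SD for transgression, other references and sizes for ranges, the median in place of the mean for the arm, and slide means removed. Added after seeing the data were fits on genes complete on all 56 arrays or with missing values kept, segregants 9c and 13b left out, pairs with missing values left out pair by pair, 59A extract 1 array 2 left out, pairs within each range of the arm, and list coherence and lists against the midpoint without 19c and 20a, the 2 segregants that stood apart on more lists than any other, by more than 3 SD estimated from the median absolute deviation.

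The tests were tested on simulated data. With 50 genes changed at each size, the parental test found 84%, 96%, 100% and 100% of those changed by 1, 1.5, 2 and 3 log2 units, with 1 false call. The test against the midpoint found 24%, 78%, 90% and 90% at 0.5, 1, 1.5 and 2, with 0 false calls at adjusted p in limma. The test for 2 ranges called 15.0%, 98.5% and 100% of 200 genes at separations of 4, 6 and 8 SD and 0 of 5000 genes without any. The test for transgression called 200 of 200 genes with 10 segregants far beyond the parents, and 275 of 4816 with none. The permutation test called 200 of 200 pairs at r of 0.7 and 5 of 200 at r of 0.

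Growth, metabolites, genotypes and linkage were not analysed here. Segregants with and without the added arm were not compared, since the labels do not assign them.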

Results

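The data are transcript levels of 2 haploid yeast strains and of 44 segregants of their cross, taken late in a wine-type fermentation. 59A derives from the commercial wine yeast EC1118, and S288C is the laboratory strain of the reference genome. Cells were collected in stationary phase at 66 g/L of released CO2, that is at 70% of the fermentation, in a synthetic must at pH 3.3 with 425 mg/L of assimilable nitrogen. RNA was labelled with Cy3 and hybridised to one-colour Agilent arrays, 56 in all, on 7 slides of 8. Each parent was represented by 2 RNA extracts with 3 technical arrays each, and each segregant by 1 array. Values are log2 intensities of 6245 probes, of which 5197 carried a gene name. Arrays of the same extract correlated at r = 0.994 or more across probes, arrays of different extracts of a parent at 0.991 or more, and arrays of different parents at 0.894 or less. These correlations run across genes, which are not independent replicates.

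The first comparison asked which transcripts differ between the wine strain and the laboratory strain at the same point of fermentation. 59A had more transcript of genes of a-type mating, and single genes of amino acid uptake and of the cell surface differed in both directions. MFA2, which encodes a-factor, was at least 35.6-fold higher in 59A than in S288C, where it lay at background (adjusted p = 1.56e-06). FLO11, a cell wall adhesin, reached 11.98 ± 0.15 in 59A against 6.16 ± 0.30 in S288C (log2, SD, n = 2 extracts each). GAP1, the general amino acid permease, was 20.5-fold higher in 59A. The signal of ASP3-1, among the tandem copies of cell wall asparaginase II, was 15.60 in S288C against 5.36 in 59A, a difference of at least 630-fold. 59A lay at background there, which can also mean a gene that it lacks. TPO2, a polyamine exporter of the plasma membrane, was 34.5-fold lower in 59A, and HXT5, a hexose transporter, was 29.3-fold lower.

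In limma's test, 1503 of 5969 genes and unnamed probes differed at an adjusted p under 0.01 with a log2 difference above 0.7 in size. 762 were higher and 741 lower in 59A, and 1300 of them carried a gene name. A difference of more than 4-fold was found for 92 higher and 79 lower. Among the genes with the largest positive difference, HMRA1, an a1 gene, was at least 23.3-fold higher in 59A. GSP1, the Ran GTPase of nuclear transport, was at least 10.9-fold higher. The HMRA1 probe is named for the silent mating locus, and whether it reads a1 at the active locus was not tested. PAU17, of the seripauperin cell wall family, had a log2 difference of 5.49 ± 0.10 (SE), STE2, the receptor of alpha-factor, 3.76 ± 0.26, MFA1, another a-factor gene, 3.61 ± 0.17, PRM7, which responds to pheromone, 3.46 ± 0.15, and DAL80, a repressor of nitrogen genes, 3.33 ± 0.08. At the other end, ASP3-2 and ASP3-4 were at least 525-fold and 575-fold lower in 59A, and ASP3-3 lay between them. The 4 copies are nearly identical, so their probes can share signal. ATP6, a mitochondrial gene for a subunit of ATP synthase, was at least 79.5-fold lower, COS6, of a subtelomeric family, at least 52.8-fold, and AI5_ALPHA and AI2, which are read from introns of the mitochondrial COX1 gene, at least 28.3-fold and 21.6-fold. S288C lay at background for 84 of the genes higher in 59A, and 59A for 95 of those lower. The study set aside genes missing from EC1118. For local linkages it also warned that sequence differences can reduce the affinity for a probe. A value of 59A at background can therefore come from an absent or diverged gene, which was not tested. 3 slides held arrays of both parents. On slides 1, 2 and 5 all 1503 genes had the same direction as in the comparison of extracts. The arrays of these slides are among those that called the genes, so the shared direction is no independent check. With slide as a block and the extract as a random block 1543 were called, 1433 of them shared.

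At the preset correlation 17 of the 30 lists differed between the parents, and at an estimated correlation 0 did. The estimated setting rests on the 2 residual degrees of freedom of the extracts, so lists can hardly pass it. The custom probes, at an estimated correlation of -0.003, had an unadjusted camera p of 0.00894 there, against 1.96e-19 at the preset. An adjusted p at the estimated correlation therefore does not by itself show that the genes of a list vary together. The mating genes followed the mating types that the study describes, with 59A as a and S288C as alpha. All 6 measured a-type genes were higher in 59A (camera adjusted p = 0.000551, and adjusted p = 0.470 with an estimated correlation), among them BAR1, the protease that degrades alpha-factor, at least 4.98-fold, and STE6, the a-factor exporter, 5.17-fold. 5 of 6 alpha-type genes were lower in 59A (adjusted p = 0.00210, and adjusted p = 0.470 with an estimated correlation), among them MATALPHA1 at -1.57 and MATALPHA2 at -1.48. SAG1, the alpha-agglutinin, had a log2 difference of -0.32 that did not pass. The 23 seripauperin genes, whose products are small cell wall mannoproteins, were all higher in 59A (adjusted p = 2.36e-13, and adjusted p = 0.470 with an estimated correlation), with a median log2 difference of 2.17. PAU3 was 8.41-fold and PAU11 8.34-fold higher. Their sequences are close to each other, so their probes can share signal. Of 60 genes of the mitochondrial ribosome 34 were higher and 0 lower in 59A, with 1 lower at an unadjusted p under 0.05 in limma (adjusted p = 1.19e-11, and adjusted p = 0.470 with an estimated correlation). MRP49 was 2.60-fold and MRPS9 2.46-fold higher. Slide by slide the median log2 difference of this list was 0.73, 0.77 and 0.79, and that of the seripauperins 2.20, 2.17 and 2.23.

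Lists of nitrogen use, sterols, vitamins and storage carbohydrates were also higher in 59A. Of 27 targets of nitrogen catabolite repression 13 were higher and 3 lower (adjusted p = 0.00152, and adjusted p = 0.470 with an estimated correlation). OPT2, an oligopeptide transporter, was at least 6.93-fold higher and PTR2, the di- and tripeptide transporter, 4.54-fold higher, whereas AGP1, a broad amino acid permease, was 16.5-fold lower. Of 24 genes of ergosterol synthesis 13 were higher and 1 lower (adjusted p = 0.0226, and adjusted p = 0.470 with an estimated correlation). MVD1, the mevalonate pyrophosphate decarboxylase, was 4.46-fold higher, ERG26 4.45-fold and ERG20, the farnesyl pyrophosphate synthase, 4.20-fold. 7 of 18 thiamine genes were higher and 1 lower (adjusted p = 0.00844, and adjusted p = 0.470 with an estimated correlation), with THI11, of the pyrimidine branch, at 2.88-fold. Of 16 genes of trehalose and glycogen 9 were higher and 3 lower (adjusted p = 0.0354, and adjusted p = 0.661 with an estimated correlation), among them the glycogen phosphorylase GPH1 at 3.65-fold and the glycogen synthases GSY2 and GSY1 at 3.04-fold and 2.83-fold. This list did not pass without S288C extract 1 (adjusted p = 0.0696, with a range of 0.0160 to 0.0696 over its other settings apart from the estimated correlation). Of 25 genes of glycolysis and alcohol fermentation 10 were higher and 2 lower (adjusted p = 0.0333, and adjusted p = 0.470 with an estimated correlation). PGK1, the phosphoglycerate kinase, was 2.38-fold and the alcohol dehydrogenase ADH5 3.92-fold higher, and PDC1, the main pyruvate decarboxylase, was 2.66-fold lower.

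For 2 further lists the shift was small. Of 37 genes of the respiratory chain 8 were higher and 2 lower (adjusted p = 0.0394, and adjusted p = 0.470 with an estimated correlation), with SDH3, a subunit of succinate dehydrogenase, at 4.12-fold higher and NDE1, the external NADH dehydrogenase, at 3.15-fold lower. Of 132 cytosolic ribosomal protein genes 7 were higher and 3 lower (adjusted p = 0.0333, and adjusted p = 0.854 with an estimated correlation). RPS17B was 2.79-fold higher and RPL15A 2.82-fold lower. Without S288C extract 2 neither list passed (adjusted p = 0.0981 and 0.499), the respiratory list not with genes above background alone (0.0504), and the ribosomal list not without 59A extract 1 (0.165). Apart from the estimated correlation their settings ranged from 0.0279 to 0.0981 and from 0.000317 to 0.499. The 36 custom probes designed for genes of EC1118 were grouped once their identifiers were seen. 33 were higher in 59A and 0 lower, also 0 lower at an unadjusted p under 0.05 in limma (adjusted p = 5.87e-18, and adjusted p = 0.268 with an estimated correlation). The study describes S288C as lacking the regions of EC1118 that these probes were designed for. The direction was therefore set by the presence of the genes, and the test says nothing of their regulation.

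Among the lists lower in 59A were sodium pumps, genes of daughter cell separation, asparaginase II copies and subtelomeric helicases. Of the 19 measured detoxification genes that the study named, 11 were lower and 2 higher in 59A (adjusted p = 0.0235, and adjusted p = 0.663 with an estimated correlation). That list was chosen on these samples, so its direction is not independent evidence. HAP1, a heme-responsive activator, was 3.37-fold lower and QDR2, a multidrug exporter, 2.61-fold lower. The higher ones were PDR12, the exporter of weak organic acids, at 3.05-fold, and SSU1, the sulfite pump, at 2.75-fold. Of 10 genes of daughter cell separation 5 were lower and 0 higher, with 0 higher at an unadjusted p under 0.05 in limma (adjusted p = 0.00152, and adjusted p = 0.470 with an estimated correlation), among them the chitinase CTS1 at 4.95-fold and the cell wall gene DSE2 at least 4.00-fold. All 3 sodium pump genes were lower (adjusted p = 0.0104, and adjusted p = 0.470 with an estimated correlation), ENA2 at least 9.95-fold and ENA1 by a log2 difference of -3.24. The mean of ENA1 in 59A, 6.14, lay below the background limit with 1 of 2 extracts above it, so no fold is given, and 59A extract 1 array 2 read higher on this list than the other arrays of 59A. All 4 copies of asparaginase II were lower (adjusted p = 6.09e-05, and adjusted p = 0.470 with an estimated correlation). All 7 subtelomeric helicase genes were lower (adjusted p = 0.000673, and adjusted p = 0.481 with an estimated correlation), such as YRF1-5 at 5.15-fold. They are near copies whose probes can share signal. 59A lay at background in the asparaginase II copies, ENA2 and DSE2. Their direction can therefore come from genes that 59A lacks, and it does not by itself show regulation.

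The remaining lists did not pass as lists, with single members that differed. For sulfate assimilation and methionine 4 of 32 genes were higher and 9 lower in 59A (adjusted p = 0.172). MUP1, the high-affinity methionine permease, was 5.29-fold lower and HOM2, of the aspartate branch, 3.26-fold higher. Of 22 hexose transport genes 3 were higher and 5 lower (adjusted p = 0.562), HXT7 being 3.32-fold higher. Of 18 heat shock and chaperone genes 6 were higher and 7 lower (adjusted p = 0.934), with HSP12, a membrane-associated stress protein, 11.3-fold lower and the HSP90 chaperone HSC82 3.07-fold higher. Of 29 oxidative stress genes 6 were higher and 6 lower (adjusted p = 0.500), among them CTA1, the peroxisomal catalase, at 3.84-fold lower. Flocculins counted 1 higher and 2 lower of 6 (adjusted p = 0.488), with FLO1 9.14-fold lower. Maltose genes counted 1 higher and 5 lower of 9 (adjusted p = 0.145), with the permease MAL11 at least 5.98-fold lower, and iron and copper uptake 4 higher and 3 lower of 22 (adjusted p = 0.230), with the copper transporter CTR1 3.23-fold higher. The 21 detoxification transporters chosen from general knowledge counted 2 higher and 7 lower (adjusted p = 0.239), and the 10 zinc-finger regulators 0 higher and 2 lower (adjusted p = 0.111), with 1 higher at an unadjusted p under 0.05 in limma. Meiosis genes counted 0 higher and 2 lower of 16 (adjusted p = 0.194), with 3 higher at an unadjusted p under 0.05 in limma. HOP1, of the meiotic chromosome axis, lay at background in 59A and was at least 1.74-fold lower there.

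On the left arm of chromosome 16, 17 of 158 genes distal to SSU1 were higher and 15 lower in 59A (adjusted p = 0.890), and 8 of 77 proximal genes were higher and 7 lower (adjusted p = 0.890). ALD6, the cytosolic acetaldehyde dehydrogenase, in the proximal part, was 8.51-fold higher, and USV1, a zinc-finger regulator, in the distal part, had a log2 difference of -1.76. The proximal list had a median log2 difference of -0.03 but a mean of 0.02 and an upward test. At the left tip of chromosome 8, 2 of 5 genes were higher and 2 lower (adjusted p = 0.840). With p adjusted over the list alone the numbers of genes called were the same in every list, except that 14 distal genes of chromosome 16 were lower in place of 15. Each list that passed kept the sign of its median log2 difference on slides 1, 2 and 5, whose arrays are part of the same comparison, and with slide as a block. No probe matched the list of EC1118 region genes by name.

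**Figure D1:**
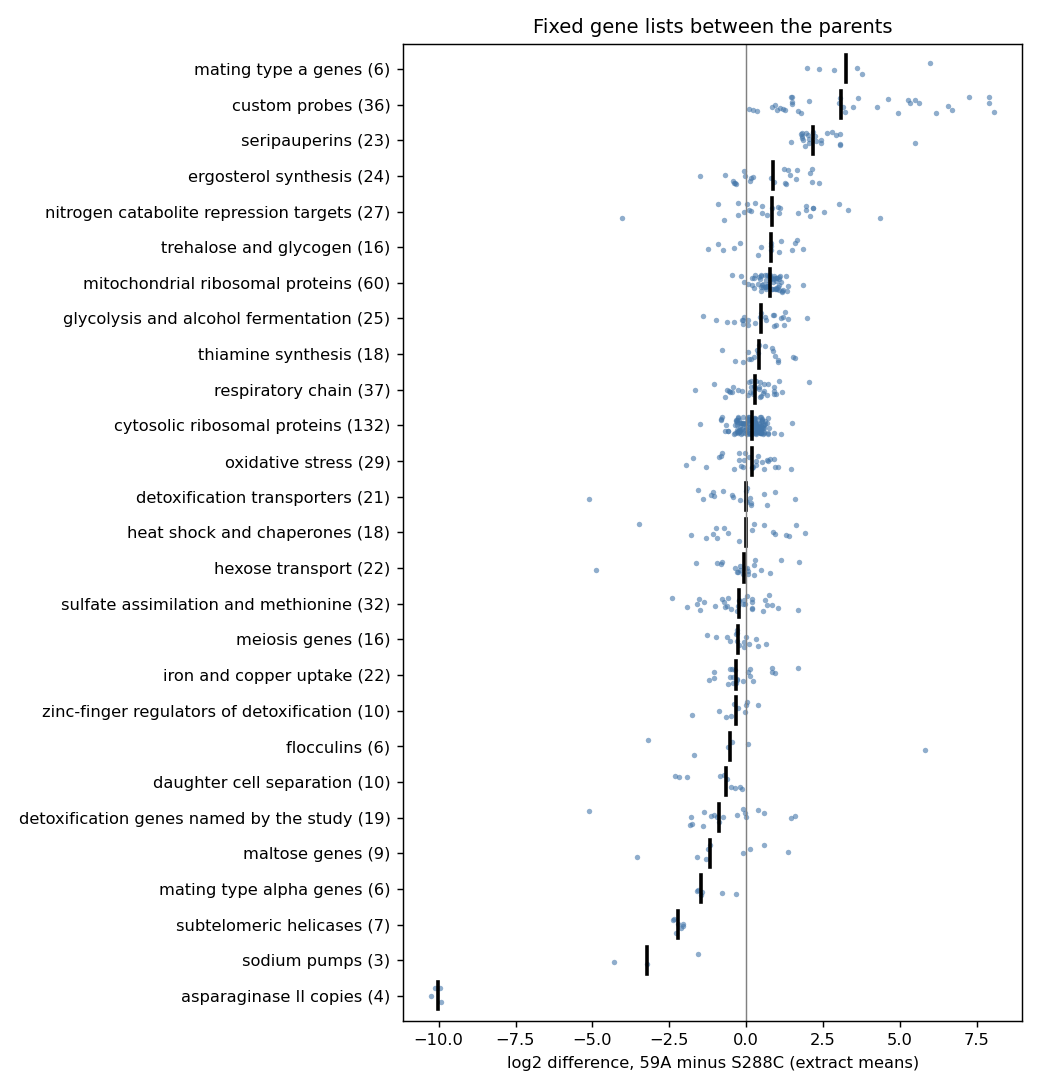
Log2 difference of each measured gene of the fixed lists between the parents, 59A minus S288C, with 1 point per gene, the number of genes in parentheses and a black bar at the median of each list. The seripauperins have a median of 2.17 and the mitochondrial ribosomal proteins of 0.77, and the asparaginase II copies lie near -10.04.

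The next comparison set the mean of the segregants against the midpoint of the parents, where it would lie for effects that add up and alleles in equal shares. Of 14 measured genes of the mitochondrial genome 4 were called above the midpoint and 1 below it. ATP6 had a difference of 3.01 ± 0.29 (log2, SE), AI5_ALPHA of 2.48 ± 0.27, AI2 of 2.26 ± 0.23 and AI1, also from a COX1 intron, of 1.42 ± 0.23, each above the midpoint in 44 of 44 segregants. 59A lies at background in these 4 genes, so the floor sets their midpoint. The sizes use the measured means of 59A and are not lower bounds. Counted from the background limit, the midpoint would lie higher and the sizes would be smaller. Mean ATP6 was 11.99 ± 0.58 over segregants (SD, n = 44), against 12.61 ± 0.18 in S288C and 5.35 ± 0.04 in 59A (SD, n = 2). These 4 were the genes called higher, with adjusted p of 4.88e-10, 6.66e-09, 2.00e-09 and 0.000181 in limma over 5016 genes. The call of AI1 was lost without S288C extract 2, at 1.25. The 3 called lower were Q0255, an open reading frame of the mitochondrial genome, at -0.40, and the unnamed probes A_06_P5474 at -0.71 and A_06_P7046 at -0.49. All 3 lay below the background limit in S288C and in the mean of the segregants, and above background 0 genes were called lower by limma, so these differences rest on values at the floor. Within slides 1, 2 and 5 the difference of ATP6 was 2.56, 3.01 and 3.27, that of AI5_ALPHA 2.36, 2.80 and 2.43, that of AI2 2.28, 2.38 and 2.32, and that of AI1 1.47, 1.36 and 1.31. With slide as a block the 4 genes higher kept their call, and of those lower A_06_P7046 did. Where each group had its own spread, through array weights, 244 genes were called, 110 higher and 134 lower.

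**Figure D2:**
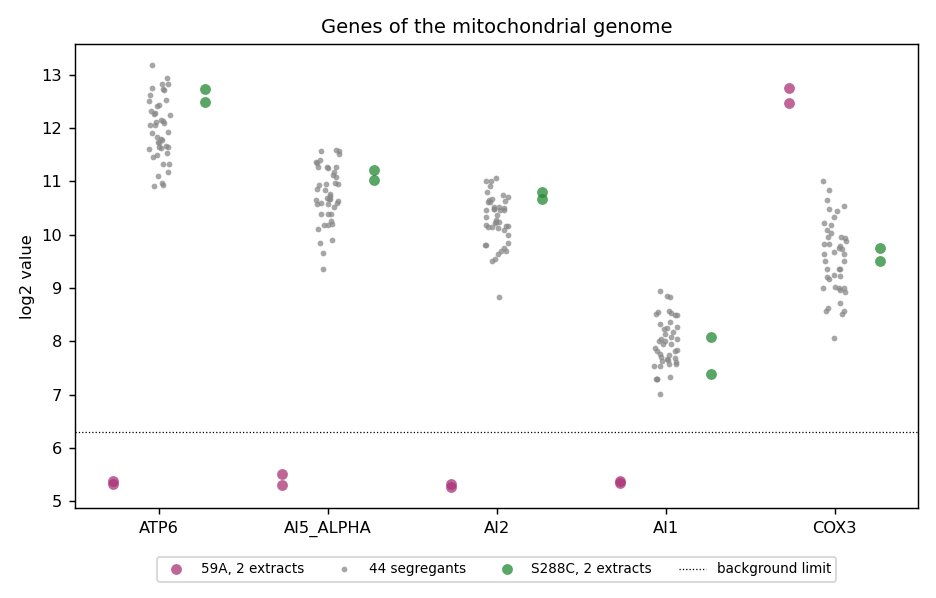
Log2 values of 5 genes of the mitochondrial genome in the 2 extracts of 59A, the 44 segregants and the 2 extracts of S288C, with 1 point per extract or segregant and a dotted line at the background limit of 6.3. All 44 segregants lie nearer S288C than 59A in each of the 5 genes.

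At the preset correlation several lists were shifted in the segregants as groups, although no member passed alone in the fit with 1 shared spread. At an estimated correlation 0 lists passed, so these shifts hold only if the genes of a list vary almost independently. Genes of sulfate assimilation and methionine lay above the midpoint, with a median log2 difference of 0.44 over 28 genes (adjusted p = 5.29e-06, and adjusted p = 0.708 with an estimated correlation). CYS3, the cystathionine gamma-lyase, was at 1.38 ± 0.65 (SE), with 39 of 44 segregants above, and MET10, a subunit of sulfite reductase, at 1.16 ± 0.63, with 38 of 44. Segregant means over the sulfate list lay from 0.23 to 2.08 above the midpoint in the 13 segregants of the upper range of the chromosome 16 arm described below, and between -0.24 and 0.86 in the other 31, of which 21 were above. The 125 genes of the left arm of chromosome 16 distal to SSU1 had a median of 0.20 (adjusted p = 2.91e-09, and adjusted p = 0.869 with an estimated correlation), with the ribosomal protein gene RPL5 at 0.91 ± 0.49. This shift rests on 13 segregants, whose means over these genes lay 0.66 to 0.86 above the midpoint, while the other 31 lay between -0.12 and 0.08. The 51 mitochondrial ribosomal genes lay below the midpoint, with a median of -0.15 (adjusted p = 4.70e-05, and adjusted p = 0.869 with an estimated correlation), among them MRPL51 at -0.29, with 40 of 44 segregants below. The 4 a-type mating genes had a median of -0.61 (adjusted p = 0.00350, and adjusted p = 0.708 with an estimated correlation), with MFA1 at -1.37 and 32 of 44 below. Thiamine genes had a median of 0.19 over 15 (adjusted p = 0.00350, and adjusted p = 0.754 with an estimated correlation), with THI4, of the thiazole branch, at 0.56 ± 0.24. Over this list 10 of the 13 lay above the midpoint, between -0.11 and 1.05, and 20 of the 31, between -0.45 and 1.03. Ergosterol genes had 0.24 over 20 (adjusted p = 0.0339, and adjusted p = 0.869 with an estimated correlation), with NCP1, the cytochrome P450 reductase, at 0.53 ± 0.31, and 12 of the 13 lay above the midpoint, between -0.16 and 1.04, against 19 of the 31, between -0.79 and 1.84. Cytosolic ribosomal protein genes had 0.12 over 106 (adjusted p = 0.00679, and adjusted p = 0.869 with an estimated correlation), with RPL3 at 0.69 ± 0.45. This call is lost without segregants 19c and 20a, which stand apart on many lists (median 0.05, adjusted p = 0.220), and heat shock genes (adjusted p = 0.0117) and flocculins (adjusted p = 0.0156) then pass, a choice made after seeing the data.

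Over all 30 lists 0 members passed over all genes in limma with 1 shared spread, and 0 with p adjusted over the list alone. Array weights per group were 9.35 in 59A, 5.73 in S288C and 0.834 in segregants, so segregants spread more than extracts of a parent. The shared spread thus widens the error of the parental means, and the absence of calls does not exclude shifts of single genes. At an unadjusted p under 0.05, 1 gene was higher in each of the sulfate, thiamine, glycolysis and proximal arm lists, and 1 lower in each of the a-type mating, flocculin and nitrogen lists. On slides 1, 2 and 5 the sulfate genes had medians of 0.30, 0.36 and 0.50, the distal genes of the arm 0.36, 0.20 and 0.32, and the mitochondrial ribosomal genes -0.13, -0.09 and -0.16. The a-type genes had -0.46, -0.49 and -0.02, but these values also depend on the share of a-type segregants on each slide. On slide 5 HMRA1 was high in 20a, 19c, 22a, 21c and 22b and low in 20b. The values therefore do not tell whether the shift differs between slides. The medians of the thiamine and ergosterol lists kept their sign on these slides, and that of the cytosolic ribosomal genes was -0.15 on slide 1 and 0.21 and 0.61 on slides 2 and 5. The other 23 lists did not pass, and among them the oxidative stress and the trehalose and glycogen lists had a median, a mean and a test that differed in sign.

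The spread over the segregants was then set against the spread within the parents, as a measure of how far transcript levels are inherited. The variance of ASP3-4 over 44 segregants was 24.1, that of COS6 10.5, that of HMRA1 7.26 and that of MF(ALPHA)1, the main gene of alpha-factor, 7.06. ENA2 had 5.17, SOR1, a sorbitol dehydrogenase, 4.68, ADH7, an NADPH-dependent alcohol dehydrogenase, 4.43, and TPO2 4.36. The share of the variance beyond that within the parents, called heritability in the broad sense, was above 80% for 80.4% of 5016 genes, which is 4032 genes, with a median of 92.7%. A simulation with no added variance in segregants, and with parental arrays taken as independent, gave 0.424%. Arrays of the same extract were not independent, with a correlation of 0.438 in limma's estimate over genes, and each segregant is a culture of its own. The simulated share therefore leaves out differences between cultures, and it does not show what chance would give beside the 80.4%. Of 687 genes with a mean below background 49.1% were above 80%. Each segregant came from 1 array, so this variance holds the culture and array as well as the genotype.

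Many levels in segregants lay outside the range of both parents. MET2, the homoserine acetyltransferase, lay beyond the parents in 23 of 44 segregants, SUL2, a sulfate permease, in 20 and SSU1 in 24. PCS60, an oxalyl-CoA synthetase, did so in 24, and HSP82, an HSP90 chaperone, in 27. TPO2, by contrast, lay beyond the parents in 0 segregants. 3595 of 5016 genes, or 71.7%, had more segregants beyond a parent by 2 SD of single arrays than a normal spread gives (binomial test, adjusted p under 0.05). 1784 had most of them above and 1670 most of them below, and 3068 had some on both sides. The smallest number called was 6 segregants, and the median gene had 14 beyond the parents. At 3 SD, against the normal share at that limit, 4080 genes were called. The SD, with a median of 0.0913, comes from technical arrays of 2 extracts per parent, whereas each segregant is a culture of its own. The calls therefore also hold differences between cultures that this SD covers poorly. On simulated values with no segregant beyond the parents the test called 5.71% of 4816 genes, so a share of the calls can be false.

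For a small set of genes the segregants fell into 2 separate ranges, as an allele of large effect gives, or a gene that 1 parent lacks. A range at background can mean a missing gene. HMRA1 had 24 segregants around 5.39 and 20 around 10.72 (log2 means of the ranges), and ASP3-4 24 around 5.45 and 20 around 15.16. ENA2 had 19 around 5.34 and 25 around 9.85, COS6 22 around 5.37 and 22 around 11.70, and TPO2 19 around 9.63 and 25 around 13.61. 85 of 5160 genes and probes, or 1.65%, were separated by more than the largest of 100000 simulated normal samples, a separation of 4.84 within-range SD. HMRA1 reached 23.6, ASP3-4 22.9, ENA2 21.5, COS6 11.6, BDS1, a sulfatase, 10.5, COS7 10.0, AYT1, an acetyltransferase, 9.38, and PCS60 8.62. 50 of the 85 carried a gene name, and 28 were among the 31 custom probes tested, whose regions S288C lacks by the study's account. In all 85 the split was not different from 1:1 after adjustment of the exact binomial test, which includes splits of 31 to 13 with an unadjusted p of 0.00956. For genes with an added copy in some segregants 1:1 is not the predicted split, as described below. With slide means removed 40 genes passed, and since a slide holds only 6 or 7 segregants its mean also carries the shares of the alleles on it.

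**Figure D3:**
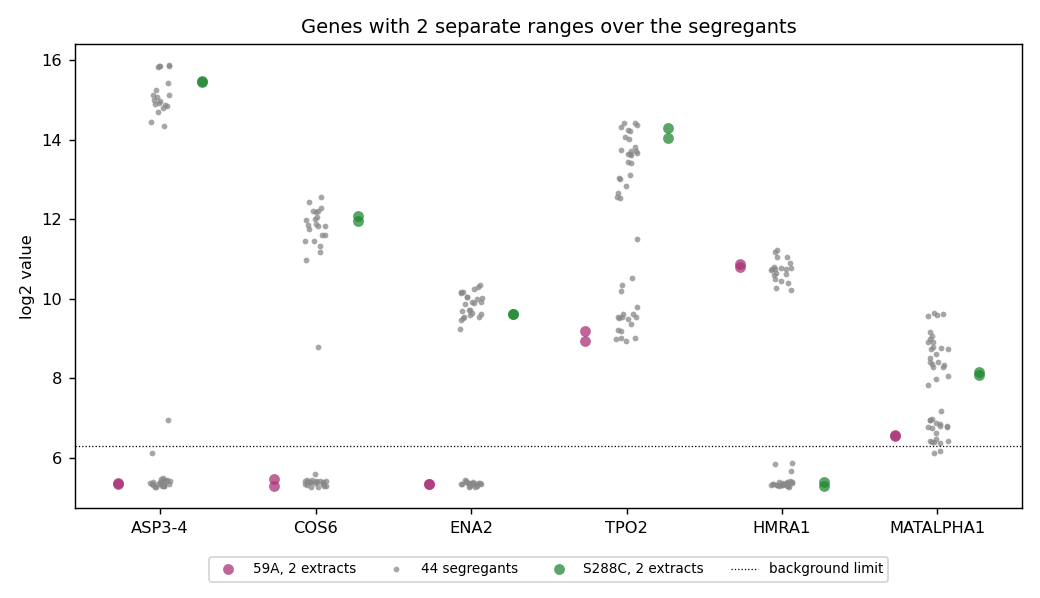
Log2 values of 6 genes whose segregants fell into 2 separate ranges, with 1 point per extract of 59A and S288C or per segregant and a dotted line at the background limit of 6.3. ASP3-4 ranges from 5.25 to 15.88 over segregants, and the ranges of HMRA1 hold 24 and 20 segregants.

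Several sets of genes split the segregants in the same way. HMRA1, MFA1 and BAR1 were high in the same 20 segregants, in which MATALPHA1 and HMLALPHA1 were low, with 0 exceptions among 44. ASP3-2, ASP3-3 and ASP3-4 split together with the neighbouring open reading frames YLR156W, YLR159W and YLR161W. SOR1 split with 16 custom probes and AGP3, an amino acid permease, with 7. ENA1 split with ENA2, and BDS1 with its neighbour YOL163W. MEX67, an mRNA export factor, MMT2, a mitochondrial metal transporter, and SPP1, of a histone methyltransferase complex, split alike, 31 to 13, and all 3 lie on the left arm of chromosome 16.

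By the study's account 59A carries a translocation between chromosomes 8 and 16, which can leave segregants with an added copy of the distal part of the left arm of chromosome 16, so the genes of that part were examined together. The labels do not say which segregants carry it, and the study names a single carrier in passing, so each segregant is given by its own level. Among arm genes, MF(ALPHA)1 varied most over segregants, with an SD of 2.66, followed by GRE1, a stress-induced gene, at 2.09. Next were DIP5, a dicarboxylic amino acid permease, at 1.77, OYE3, an NADPH oxidoreductase, at 1.22, and HSP82 at 1.18. MF(ALPHA)1 lay on the side opposite to HMRA1 in every segregant, so its spread follows mating type. The best split of GRE1 was 20 to 24, of DIP5 37 to 7, of OYE3 30 to 14 and of HSP82 32 to 12. Whether their spread follows the arm was not tested. The mean deviation of 133 genes distal to SSU1 had an SD of 0.348 over segregants. Random lists of the same size and level averaged 0.0504 and reached 0.131 in 10000 draws (one-sided permutation p = 0.0001, the smallest they can give). The study first found this part from the same arrays, so the spread is not independent evidence. It also reported the duplicated region in 13 segregants from hybridised DNA. In level, 31 segregants lay between -0.33 and -0.12 and 13 between 0.40 and 0.61, with a separation of 13.6 within-range SD. The split of 31 to 13 had an exact binomial p of 0.00956 against 1:1, as a single test without adjustment. By the study's account spores without this arm are not viable, so this cross does not predict 1:1 here. The test also takes spores of the same tetrad as independent, which they are not. Segregants of the upper range lay on 6 of 7 slides, and with slide means removed the SD was 0.319. The 64 genes proximal to SSU1 had an SD of 0.0638 (permutation p = 0.495). Of 32 other arms or arm parts 0 fell into 2 ranges, and their SD was 0.160 at most, on the left arm of chromosome 8, where 14a alone lay at 0.81. Without 14a the largest was 0.145, on the right arm of chromosome 6. No test was run for differences in single genes between the ranges, as that would group segregants by the outcome.

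**Figure D4:**
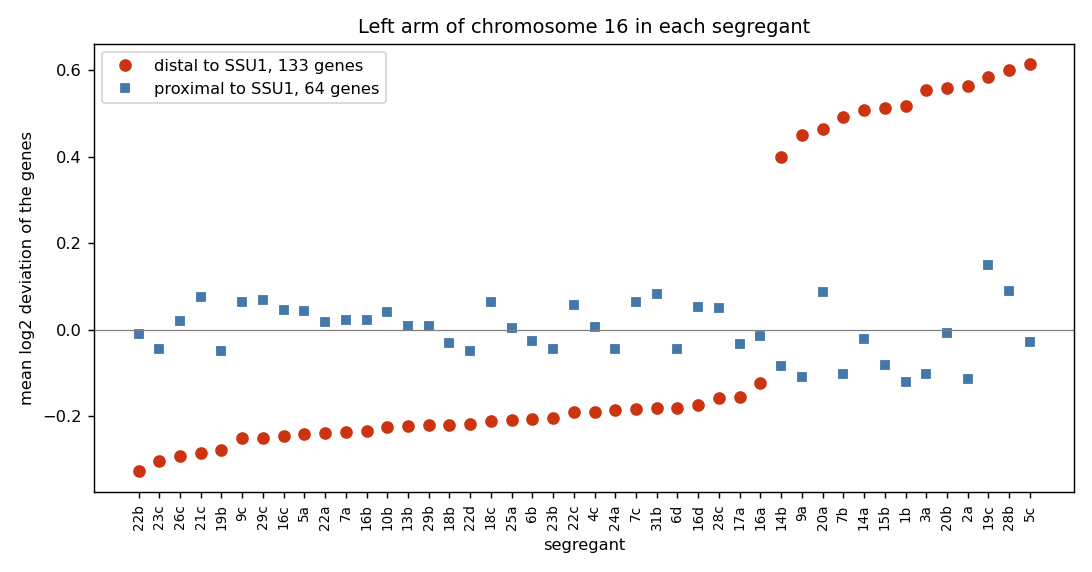
Mean log2 deviation of genes on the chromosome 16 left arm in each of the 44 segregants, sorted by the level of the 133 genes distal to SSU1 (circles), with the 64 proximal genes as squares. For the distal genes 31 segregants lie between -0.33 and -0.12 and 13 between 0.40 and 0.61.

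Pairs of genes joined by regulation or by a shared pathway were followed over the segregants. Sulfate genes moved together. Most pairs, among them those of SUL2, HAP1, WAR1, GRR1, YRR1, PTR2 and QDR2, rest on linkages that the study found in these samples, so they are not independent evidence. SUL2 correlated with MET2 at r = 0.83 (rho = 0.84), with MET32, a regulator of the sulfur pathway, at r = 0.83 (rho = 0.83), and with MET5, a subunit of sulfite reductase, at r = 0.64 (rho = 0.77), over n = 44. The regulator HAP1 correlated with WAR1, the activator of weak acid export, at r = 0.77 (rho = 0.78). For these 4 pairs both permutation p were 1e-05, the smallest they can give, and adjusted p was 2.00e-05 over 8 pairs. Without the 2 segregants farthest from the median of the first gene r was 0.82, 0.80, 0.63 and 0.77, in the same order, and within slides it was positive on 7 of 7, between 0.45 and 1.00, 0.50 and 0.97, 0.24 and 0.93, and 0.17 and 0.93. Within the 31 segregants of the lower range of the arm the SUL2 pairs had r of 0.88, 0.85 and 0.69 (rho 0.85, 0.86 and 0.68, adjusted p = 8.00e-05 over 16 relations by permutation test), and in the 13 of the upper range 0.30, 0.36 and 0.34, which did not pass (adjusted p = 0.418, 0.366 and 0.366). HAP1 and WAR1 passed in both, at r = 0.74 and 0.86 (adjusted p = 8.00e-05 and 0.000832).

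WAR1 and PDR12 (r = 0.24, rho = 0.20, adjusted p = 0.154 and 0.213 by permutation test) and FZF1, the activator of sulfite export, and SSU1 (r = 0.21, rho = 0.22, adjusted p = 0.198 and 0.195) did not pass over 44 segregants. With slide means removed both did (r = 0.33 and 0.33, adjusted p = 0.0321), and WAR1 with PDR12 also without the 2 farthest segregants (r = 0.33, adjusted p = 0.0475). FZF1 and SSU1 passed in the lower range of the arm (r = 0.49, rho = 0.46, adjusted p = 0.0119) and not in the upper (r = 0.03, adjusted p = 0.920), and WAR1 and PDR12 in the upper by r (r = 0.64, rho = 0.41, adjusted p = 0.0368 and 0.263) and not in the lower (r = 0.02, adjusted p = 0.920). SAM3 and SAM4, of S-adenosylmethionine and S-methylmethionine use, both lie on the distal arm, so a pooled r would join its ranges. Within the lower and the upper range they had r = -0.08 and -0.34 (rho -0.08 and -0.11, adjusted p = 0.780 and 0.366). CUP9, a repressor of PTR2, lies there too, and with PTR2 it had r = 0.17 in the lower range (rho = 0.25, adjusted p = 0.436) and 0.80 in the upper (rho = 0.79, adjusted p = 0.00147). These values within ranges were chosen after seeing the data.

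**Figure D5:**
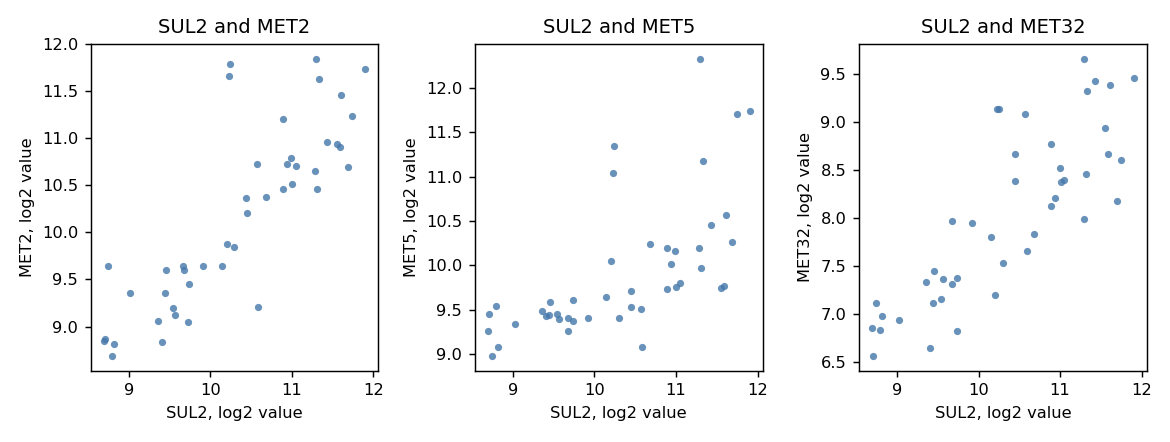
Log2 values of SUL2 against MET2, MET5 and MET32, with 1 point for each of the 44 segregants. Pearson's r is 0.83, 0.64 and 0.83.

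Of 14 fixed pairs 6 held a gene with a missing value on some segregant array. With such segregants left out pair by pair, a choice made after seeing the data, at least 42 segregants remained and 10 of 14 pairs passed. QDR2 correlated with YLR179C, which the study relates to the same PDR8 allele, at r = 0.73 (rho = 0.69), GRR1, an F-box protein of glucose sensing, with SNF3, a glucose sensor, at r = 0.63 (rho = 0.62), PTR2 with AAP1, an aminopeptidase, at r = 0.43 (rho = 0.44), and YRR1, a regulator of drug resistance, with SNG1, a resistance gene, at r = 0.41 (rho = 0.42). Their adjusted p were 2.33e-05, 2.33e-05, 0.00938 and 0.0104. PDR8, a regulator of drug export, and QDR2 had r = 0.39 (rho = 0.30, adjusted p = 0.0123 and 0.0741). That relation rests on 2 segregants, since without them r was 0.14. FLO8, a regulator of flocculins, and FLO1 had r = 0.01 (adjusted p = 0.943).

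Most fixed lists varied as units over the segregants. Near copies led, with a mean pairwise r of 1.00 over 3 asparaginase II copies, 0.95 over 3 sodium pumps and 0.92 over 7 subtelomeric helicases. Shared probe sequence can add to r in these lists, which was not tested. The 5 a-type mating genes had 0.84, the 20 seripauperins 0.83, 108 cytosolic ribosomal protein genes 0.76, 29 respiratory genes 0.62, 9 genes of daughter cell separation 0.62, 53 mitochondrial ribosomal genes 0.52, 21 ergosterol genes 0.42, 28 sulfate genes 0.38 and 20 nitrogen genes 0.27. Segregants 19c and 20a stood apart on 9 and 8 lists. Without them the respiratory genes had 0.49, the cytosolic ribosomal genes 0.69, the trehalose and glycogen genes 0.32 in place of 0.50, and the oxidative stress genes 0.05 in place of 0.17, which then did not pass (adjusted p = 0.0577), while the zinc-finger regulators did (adjusted p = 0.0480). In all, 24 of 30 lists exceeded random lists of the same size and level (one-sided permutation test, adjusted p under 0.05). The 6 that did not were the detoxification transporters (0.04), the detoxification genes named by the study (0.02), the zinc-finger regulators (0.16), the flocculins (0.06), the left tip of chromosome 8 (0.04) and the proximal part of the left arm of chromosome 16 (0.01).

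Whether any list followed the level of the distal arm was tested only within each of its 2 ranges, since a pooled r would join separate groups. Over 29 lists and both ranges 0 of 58 relations passed, the smallest adjusted p being 0.376 by permutation test, and 3 had an unadjusted p under 0.05. The smallest belonged to the a-type mating genes in the lower range, with r = -0.48 and rho = -0.48 over 31 segregants (permutation p = 0.00648 and 0.00689), and r = -0.43 without 2 of them. Differences between the ranges were not tested, so this does not exclude that a list goes with the range a segregant lies in.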

Values the study reported

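The study reported 1610 genes with a difference between the parents, at an adjusted p under 0.01 and a log2 difference above 0.7 in either direction. It gave heritability above 80% for 80% of the transcripts. It described 37 linked genes with higher transcript levels in 13 segregants, and a duplicated region of the left arm of chromosome 16 in those 13.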

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

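In each parent's 6 arrays, the gap between the most extreme array and its nearest neighbour was compared with the whole range, over 64 groups of values. Chance gives about 1 such group in 20, and 6 of 64 stood out. The tests described in this part for the arm and the mitochondrial genes, and the random choices of profiles as parents, were chosen only after the results were seen.

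59A extract 1 array 2 had 160 missing values against 0 to 59 on the other arrays of that parent (gap over range 0.6312), a mean of 6.41 for the sodium pumps against 5.78 to 5.96 (0.7176), and a mean of 8.78 for the left tip of chromosome 8 against 8.86 to 8.90 (0.6911). S288C extract 1 array 2 had 74 missing values against 0 on the others (1.0) and a mean of 10.12 for ergosterol genes against 10.14 to 10.16 (0.6363). 59A extract 2 array 3 had a mean of 8.65 for the proximal genes of the chromosome 16 left arm against 8.61 to 8.62 (0.7482). Without 59A extract 1 array 2, 1550 genes were called between the parents, 1479 of them shared, but 6113 were then tested in place of 5969.

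The 2 ranges of the distal left arm of chromosome 16 hold 31 and 13 segregants. Slide batch was tested by removing slide means, and the SD of the arm level stayed at 0.319, above the highest random list at 0.131. For a shift of whole arrays the spread of the proximal genes of the arm (permutation p = 0.495) decides nothing, since quantile normalization had removed such shifts before. No biological explanation was tested, since the labels put no segregant in a group by its chromosomes.

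All 44 segregants lay nearer S288C than 59A in 5 genes of the mitochondrial genome, ATP6, AI1, AI2, AI5_ALPHA and COX3. Against the midpoint the first 4 were called, and COX3 was not (-1.55, adjusted p = 0.0229 in limma with 1 shared spread). With a spread per group COX3 passed (adjusted p = 7.48e-11 in limma). Differences of 59A sequence under the probes would lower the signal of 59A, but COX3 was higher in 59A by 2.97 with all 44 segregants nearer S288C. For the 4 genes lower in 59A this explanation stays open. Nearness to background is argued against by the lowest S288C mean of the 5, 7.74, against a limit of 6.3. As a hypothesis, the segregants may have kept the mitochondrial genome of S288C, which was not tested by sequence.

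Of 100 choices of 4 profiles as parents, the real one included, 4 of these splits gave as many called genes as the real count of 7. The highest other choice gave 129 and the median of the others was 0, and the reason was not tested. Parental profiles are means of 3 arrays of 1 strain and the others single arrays of different genotypes, so the choices are not exchangeable and the count decides nothing about chance.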

How the results depend on the processing

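With 2 extracts per parent the counts depend on the limits more than the directions do, and signal near background limits the dim genes. The directions of 229 genes between the parents and 202 against the midpoint, taken by the rule for naming, were followed over these settings. None of these genes and no list that passed turned its direction. Heat shock genes, which did not pass, turned from down to up in the camera test without S288C extract 2. With rescaling 712 genes were higher and 784 lower in place of 762 and 741. Within slide 1 the cytosolic ribosomal genes lay below the midpoint. Of 1503 genes called between the parents, the count was 2707 with no minimum difference, 1398 to 1610 with an extract left out, and 1496 to 1543 with rescaling, blocks, separate arrays or a trend. It was 1526 at an adjusted p under 0.05 and 1501 above background. Of the fits chosen after seeing the data, 1263 came from genes complete on all 56 arrays, which are fewer, 1579 with missing values kept and 1550 without 59A extract 1 array 2. Replicate number as a block gave 1528 genes and 17 lists, with an r of 0.437 between the deviations of extracts of the same number from their parent's mean, over 2 pairs, and taking the probe with the highest mean could move nothing, as no gene had several. With an estimated correlation 0 of 17 parental lists, on 2 residual degrees of freedom, and 0 of 7 lists against the midpoint passed in camera of limma. At the preset correlation 8 passed against the midpoint without 19c and 20a, chosen after seeing the data. Against the midpoint 7 genes became 244 with a spread per group, 4 above background, where fewer genes were tested, 5 with slide as a block, and 4 to 5 with an extract left out. For segregant spread, the share of genes with H2 above 80% was 74.3% with the sum of variance components, 89.2% with technical variance alone and 85.4% with only genes above background. Genes with 2 ranges fell from 85 to 40 with slide means removed and were 75 against t samples. Pairs that passed were 5, and 10 with missing values left out pair by pair, a choice made after seeing the data, since 14 pairs could then be tested. The 5 include SAM3 with SAM4, whose r rests on the ranges of the arm, and 5 passed within its lower range and 3 within its upper, which holds fewer segregants. Apart from the constructions named, the cause was not tested. The SD of the arm level was 0.319 to 0.354, and 23 or 24 lists stayed coherent.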

Other observations

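The tests in this part were chosen only after the values were seen. Of 14 measured genes of the mitochondrial genome 6 were called between the parents, and 221 of their 264 values in segregants, or 83.7%, lay nearer S288C. COX3, a subunit of cytochrome c oxidase, was at 12.61 in 59A, 9.64 in S288C and 9.58 ± 0.68 over segregants (log2, SD, n = 44). The exception was Q0255, at background in both parents, with 43 of 44 segregants nearer 59A. In 1084 called nuclear genes 41.4% of values lay nearer S288C, at most 75% in a segregant, and in 0 of these genes did all 44 lie on the same side.

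In segregant 14a the genes of chromosome 8 lay above the mean of segregants by 0.81 on the left arm and 0.74 on the right (log2). The next highest segregant, ranked by the lower of its 2 arm levels, was at 0.09 by that measure. In 26c the genes of chromosome 11 lay above the mean of segregants by 0.48 and 0.30, with the next at 0.06 by the same measure. For the distal left arm of chromosome 16 the level of 7a was -0.24, in the lower range, and that of 7b was 0.49, in the upper range. The study names 7a as a carrier of the added arm, so these values and that name differ, and whether labels were exchanged was not tested. It also reports no further chromosomal aberration, which leaves the levels of 14a and 26c unexplained here.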
